A study of Mus musculus with 18 samples.

How the data were processed

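Single cells from mouse skin were measured by droplet-based 3′ mRNA sequencing on the 10x Genomics platform. Per the labels' protocols, every mouse had surgery, in which an incision near the tail opened a path under the skin towards the neck. Mice of the expanded arm then received an expander, a hydrogel placed under the skin, and mice of the control arm received no expander. Skin was taken after 1, 2 or 4 days and digested, and living cells that excluded the dye DAPI were sorted. Per the labels' protocols, the control mice of a sequencing round were pooled in 1 tube and the expanded mice of that round in another. The 18 samples comprised 10 mRNA libraries, 5 per arm, and 8 samples that describe the hashing antibodies. Each arm had libraries of day 1 in rounds 1 and 2, of day 2 in rounds 1 and 2, and of day 4 in round 1. Hashing antibodies carry a DNA barcode that marks all cells of 1 mouse before pooling. The 8 hashing samples held lists of antibody barcodes only, and the antibody counts lay in the mRNA libraries' matrices.

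The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger 6.1.2 per the file headers, with no normalization. The genome build and annotation behind the counts were not stated in the labels or headers, so genes are given by the symbols and Ensembl identifiers of the files and without coordinates. Each matrix had 32285 genes, among them 78 with a symbol that another gene shares, which were kept apart by identifier. The matrices held 55174 barcodes in all, from 2468 to 9115 per library. Total gene UMIs per library ran from 17726739 to 75470722. Intervals on ratios of counts and floors of 3 counts cover counting error only.

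Barcodes with at least 200 genes, at least 500 UMIs and at most 10% mitochondrial UMIs were kept, which left 47251 cells. Between 8.60% and 24.4% of the barcodes of a library were over the mitochondrial limit. Doublets were called with Scrublet as run in scanpy 1.11.5, with an expected rate of 0.008 per 1000 cells and its automatic threshold, and also as cells that carried more than 1 hashtag. Scrublet marked between 0.0292% and 2.96% of the cells of a library. Between 1.05% and 5.78% of the cells of a library were removed, 1778 in total, and 45473 cells remained.

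Cells were clustered on log-normalized counts with 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2, Python 3.11.15), without batch correction. The 42 clusters were named by lists of marker genes fixed in advance. A marker counted for a cluster when it was detected in at least 10% of its cells and was at least 2-fold above the other clusters. A cluster needed a relative score of at least 0.4, at least 3 such markers and a lead of 0.1 in that score over the next class. Where the lead was smaller, it needed at least 3 markers of the class among its 10 leading genes and more of them than of the next class. The basal and suprabasal keratinocyte clusters were named by the latter rule, since hair follicle keratinocyte, their next class, scored 0.998 and 0.957 against 1.0 for their own. Clusters stayed unnamed where leading genes belonged to another class, where 1 library gave over 75% of the cells, or where the median UMI count was below 1/3 of the library's with no marker among the 10 leading genes. By these rules 34 clusters received 1 of 19 class names, and 8 clusters with 4573 cells stayed unnamed. Among the latter, a cluster of 59 cells with mast cell markers fell short of the lowest score allowed, at 0.353. It had Mcpt8, Hgf and Il4 among its leading genes, and 96.6% of its cells came from expanded libraries. The mast cell-like share leaves these cells out. The details of the scoring were set while the clusters were examined, so a difference from another annotation of these cells can come from the rebuilt names.

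Cells of the 8 hashed libraries were assigned to mice with HTODemux of Seurat 5.3.0 at the 0.99 quantile. Control and expanded arms had 14 hashed mice each, 3 on day 1, 7 on day 2 and 4 on day 4. The day 1 round 1 libraries were analysed as pools only. Hashtags gave 21513 cells to a mouse, from 243 to 1978 per mouse. A second rule, in which the leading hashtag had to reach 3 times the next and at least 10 counts, assigned 24062 cells; 20887 cells had the same mouse under both rules and 0 had a different one.

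Class shares per library were compared by an exact two-sided permutation test of the 5 control against the 5 expanded libraries, with Benjamini-Hochberg adjustment over the 19 classes. The 252 arrangements allow no p below 0.00794. Shares per mouse were permuted within day and round, exactly for single days and with 100000 resamples over all days. For gene tests, UMI counts were summed per class and library, or per class and mouse, over units with at least 20 cells, and a class needed at least 4 libraries per arm. Summed counts were filtered with filterByExpr, scaled by TMM and tested by the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with day as a covariate for libraries and sequencing round for mice of day 2. Genes with a Benjamini-Hochberg adjusted p under 0.05 are referred to as called. A fold against an arm with 0 counts was computed against 3 counts and is a lower bound, and with 1 to 3 counts the ratio of the summed counts is given with a 95% exact counting interval.

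The named genes of a class were at most 4 (3 in tests by day), those with the largest absolute log2 fold change among genes called with a mean of at least 32 CPM (counts scaled to the TMM-adjusted library size) and, for libraries, the same direction in all pairs. The 9 gene lists covered proliferation, immediate early genes, YAP targets, SRF and actin, wound keratinocyte genes, epidermal differentiation, extracellular matrix, inflammation and the interferon response. They were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with adjustment over all pairs of a list and a class. Cycling cells were those with at least 3 UMIs of the proliferation list after each cell was thinned to 2000 UMIs. The designs, lists, markers and the rule for named genes were fixed before the data were examined.

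Libraries of both arms with the same day and round share a batch, per the labels' protocols. When checked, the difference between rounds 1 and 2 of a day in control libraries went with that in expanded libraries. Pearson's r across genes was 0.663 on day 1 and 0.413 on day 2 for all cells, 0.491 and 0.319 for fibroblast-like cells, 0.225 and 0.214 for endothelial-like cells, and 0.335 and 0.227 for T cell-like cells. Genes are not independent replicates, so no p-value is attached to these correlations. The fit with the pair as a block was an alternative.

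Alternatives covered size factors of DESeq2 1.42.0 in place of TMM, the DESeq2 Wald test, no filter on low genes, a mitochondrial limit of 5%, doublets kept, Leiden resolution 2, at least 50 cells per unit, cells thinned to 2000 UMIs for the gene tests, the pair as a block and each library left out. Single mice were left out on days 1 and 4, wherever at least 2 mice per arm remained, and not on day 2. For mice the second hashtag rule and log2 shares were tried, and for lists fry and an estimated correlation.

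All gene tests were tested on simulated data drawn from the real means and library sizes with 200 changed genes. The changed genes were drawn among those with a mean of at least 32 CPM. Apart from them, days and rounds did not differ. Depending on the comparison, from 96% to 100% of simulated log2 fold changes of 2 and from 37% to 97% of those of 1 were recovered, with 2 to 23 false calls. The list test found all 58 simulated lists shifted by a log2 of 1 and called 0 of 428 unshifted pairs at an unadjusted p under 0.05. The fitted effect of expansion had been removed from these data, so the 0 was fixed by construction and does not measure false calls. Basal keratinocyte-like cells could not be tested by mouse because 0 or 1 mouse per arm and day had 20 assigned cells, and macrophage or monocyte-like cells of day 1 could not because 2 control mice and 1 expanded mouse had. Class names ending in "-like" rest on markers alone. Figures were drawn with matplotlib 3.10.9.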

Results

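Skin of mice that had received a subcutaneous expander was compared with skin of mice that had the same surgery without one, cell by cell, to ask how skin cells respond to stretch over the first days. The 10 mRNA libraries formed 5 pairs of a control and an expanded library, with 2 pairs on day 1, 2 pairs on day 2 and 1 pair on day 4. In round 1 of day 1, the control library held 75470722 gene UMIs and the expanded library 45091403. In round 2 of day 1, the totals were 58754425 and 52909126. On day 2, they were 17726739 and 41916740 in round 1, and 51718536 and 21719790 in round 2. On day 4, they were 70858747 and 42053403. Kept cells numbered 1927 to 8312 per library, with a median of 6440.5 to 12847.5 UMIs and 2131 to 3400 genes per cell. Control libraries had 8.60% to 17.9% of their barcodes over the mitochondrial limit and expanded libraries 8.63% to 24.4%. After doublets were removed, 28438 control cells and 17035 expanded cells remained. The mean CPM of Xist was at most 0.142 in each library and that of the Y-linked gene Ddx3y between 98.2 and 151.

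Clustering gave 19 classes that were named by markers. The scores of the basal and suprabasal keratinocyte-like clusters were close to those for hair follicle keratinocytes (1.0 against 0.998 and 0.957), so these classes were not separated from hair follicle cells by score. Unnamed clusters took 9.15% ± 2.24 (SD, n = 5) of the cells of control libraries and 11.9% ± 2.75 (SD, n = 5) of those of expanded libraries. Among the larger ones, a cluster with dendritic and Langerhans markers had mean shares of 1.36% and 1.93%. A cluster with fibroblast markers had 4.14% and 6.78%, and one between dermal papilla and fibroblast had 2.59% and 1.53%. The shares of the named fibroblast-like and dendritic-like classes leave these cells out. Hashtags assigned cells to mice very unequally across classes. Of 11803 cells in immune classes of the hashed libraries 99.6% had a mouse, against 34.1% of 21374 cells in non-immune classes and 9.97% of basal keratinocyte-like cells. Shares per mouse therefore describe the assigned cells, in which immune classes weigh more than in the libraries.

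The first comparison asked which classes changed their share of the cells. Over whole libraries, 0 of 19 classes passed an adjusted p of 0.05 in the exact two-sided permutation test of 5 against 5 libraries, whose smallest possible p is 0.00794, and 3 classes had an unadjusted p under 0.05. Fibroblast-like cells made up 40.3% ± 10.5 (SD, n = 5) of control and 14% ± 6.82 (SD, n = 5) of expanded libraries (exact permutation p 0.00794, adjusted p 0.0754), and were lower in all 5 expanded libraries than in their paired controls. Dendritic-like cells had shares of 8.59% ± 2.23 and 3.90% ± 0.658 (SD, n = 5 each, exact permutation p 0.00794, adjusted p 0.0754), again lower in 5 of 5 pairs. Neutrophil-like cells rose from 0.389% ± 0.239 to 7.70% ± 5.61 (SD, n = 5 each, exact permutation p 0.0159, adjusted p 0.101), higher in 5 of 5 pairs. Basal keratinocyte-like cells had shares of 2.28% ± 0.918 and 7.51% ± 5.60 (SD, n = 5 each, exact permutation p 0.0635, adjusted p 0.251) and suprabasal keratinocyte-like cells of 2.72% ± 1.01 and 6.22% ± 3.65 (exact permutation p 0.0794, adjusted p 0.251), both higher in 5 of 5 pairs. The mean difference was 10.8 percentage points on day 1 and 0.631 on day 2 for basal keratinocyte-like cells. For suprabasal keratinocyte-like cells it was 6.33 and 0.479. Macrophage or monocyte-like cells had 9.35% ± 2.02 and 14.5% ± 10.7 (exact permutation p 0.389, adjusted p 0.616) and were higher in 3 of 5 pairs, a difference within the spread of the libraries.

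The denominator moved these results most. With immune classes taken as shares of immune cells and the others as shares of non-immune cells, 5 classes passed. Each of the 5 had an exact permutation p of 0.00794 and an adjusted p of 0.0302, in 5 libraries per arm. Fibroblast-like cells fell from 62.4% ± 13.2 to 28.2% ± 10.7 of non-immune cells, while basal keratinocyte-like cells rose from 3.53% ± 1.40 to 13.6% ± 8.07 and suprabasal keratinocyte-like cells from 4.21% ± 1.49 to 11.7% ± 4.96. All other non-immune classes except skeletal muscle-like and adipocyte-like cells also had higher mean shares of non-immune cells. The keratinocyte rises were therefore not separated from the fall of fibroblast-like cells in their denominator. Among immune cells, neutrophil-like cells rose from 1.40% ± 0.716 to 17.8% ± 9.81 and dendritic-like cells fell from 32.2% ± 7.02 to 11.7% ± 4.86. The macrophage or monocyte-like difference changed sign, to -0.592 percentage points of immune cells. In the edgeR quasi-likelihood test of cell counts, 3 classes passed. These were fibroblast-like (log2 fold change -1.57, adjusted p 0.00913, 5 of 5 pairs), neutrophil-like (4.02, adjusted p 0.00130, 5 of 5 pairs) and dendritic-like cells (-1.12, adjusted p 0.0156, 5 of 5 pairs).

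**Figure D1:**
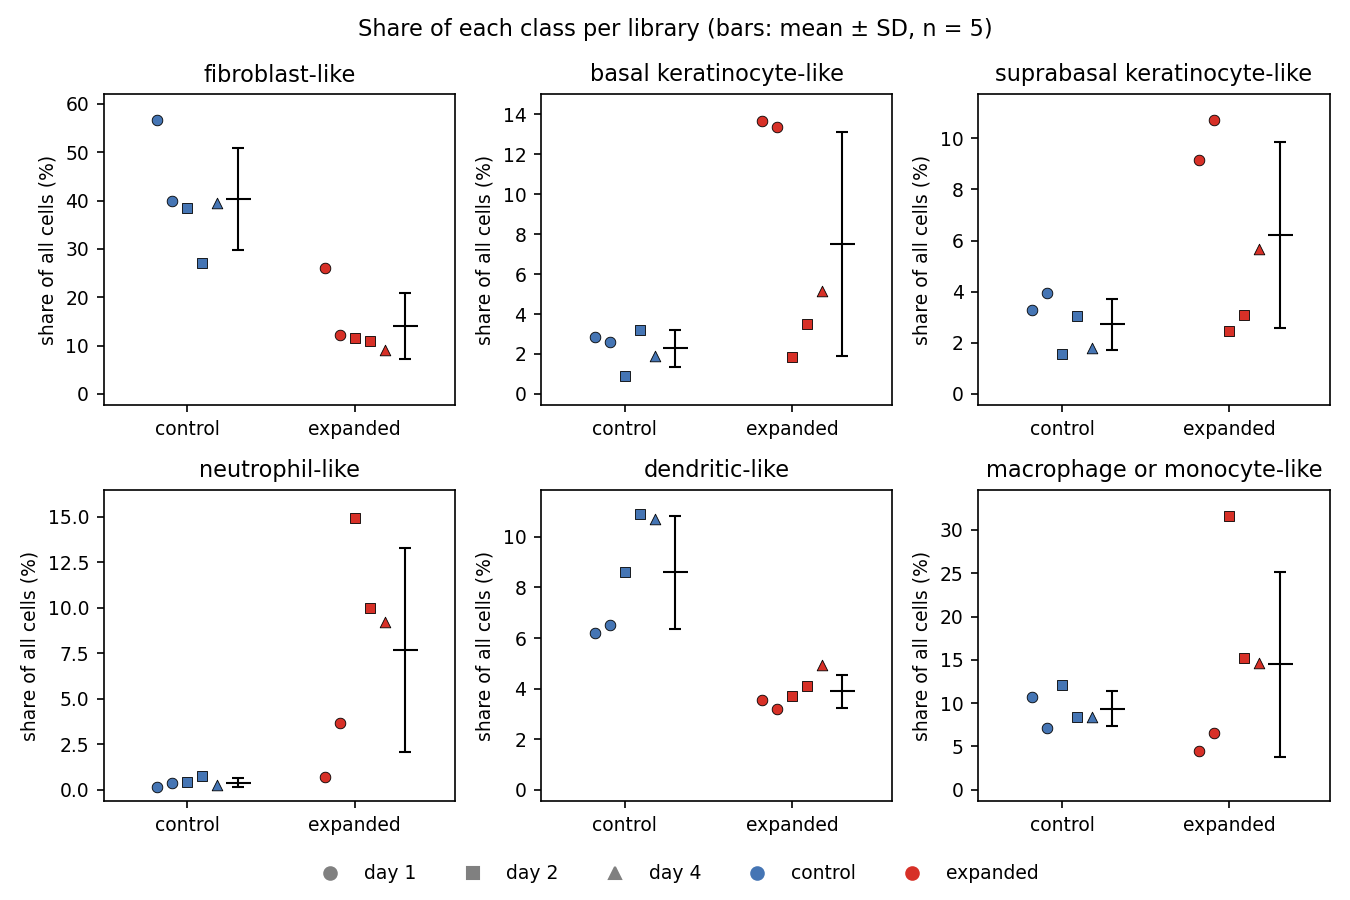
Share of cells in each library, in percent of all kept cells, for classes of control and expanded skin; points are libraries, with the day as the shape, and bars are means with SD (n = 5). The dendritic-like share was 8.59% ± 2.23 in control and 3.90% ± 0.658 in expanded libraries, and the neutrophil-like share was 0.389% ± 0.239 and 7.70% ± 5.61.

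Mice separated by hashtags gave the same comparison with animals as replicates, within days. On day 1, with 3 control and 3 expanded mice, 0 classes passed and 0 had an unadjusted p under 0.05, since the exact permutation test cannot give a p below 0.1. On day 2, with 7 mice per arm and a smallest possible p of 0.00143, 4 classes passed. The fibroblast-like share of assigned cells fell from 22.9% ± 8.83 to 5.37% ± 4.70 (SD, n = 7, exact permutation p 0.00286, adjusted p 0.0181) and the dendritic-like share from 16.0% ± 4.50 to 5.20% ± 1.88 (SD, n = 7, exact permutation p 0.00143, adjusted p 0.0181). The mast cell-like share fell from 2.47% ± 1.69 to 1.08% ± 1.22 (SD, n = 7, exact permutation p 0.00286, adjusted p 0.0181). The neutrophil-like share rose from 1.16% ± 1.22 to 16.1% ± 8.91 (SD, n = 7, exact permutation p 0.00429, adjusted p 0.0204). The macrophage or monocyte-like share of 16.6% ± 6.94 and 30.8% ± 15.4 did not pass (exact permutation p 0.0257, adjusted p 0.0814). On day 4, with 4 mice per arm and a smallest possible p of 0.0286, 0 classes passed and 5 had an unadjusted p under 0.05. Among these 5, the fibroblast-like share was 35.7% ± 2.10 in control and 7.07% ± 2.24 in expanded mice, and the neutrophil-like share was 0.388% ± 0.448 and 12.5% ± 8.66 (SD, n = 4, exact permutation p 0.0286, adjusted p 0.109 for each).

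Over all days, with 14 mice per arm permuted within day and round, 4 classes passed. The neutrophil-like share rose from 0.852% ± 0.959 to 12.6% ± 8.92 (permutation p 1e-05, the smallest that 100000 resamples can give, adjusted p 0.00019). The fibroblast-like share fell from 25.5% ± 12.7 to 6.27% ± 4.63 and the dendritic-like share from 16.3% ± 6.19 to 5.92% ± 2.92 (permutation test, adjusted p 0.00019 for both). The dermal papilla-like share rose from 0.462% ± 0.494 to 1.52% ± 1.72 (permutation p 0.00295, adjusted p 0.0140). Hashtags assigned 6.51% of control and 16.2% of expanded dermal papilla-like cells to a mouse, and over whole libraries the share was 2.94% ± 3.07 and 4.17% ± 4.03 (SD, n = 5 each, exact permutation p 0.611). Of fibroblast-like cells they assigned 38.8% in control and 28.5% in expanded libraries. All control mice of a round shared 1 reaction and all expanded mice another, so within a round a reaction effect and the treatment are confounded for these tests. With the denominators of immune and non-immune cells, an alternative chosen after the data were seen, 9 classes passed on day 2 and 11 over all days. Neutrophil-like cells then made up 1.98% ± 1.89 of the immune cells of control mice and 22.5% ± 9.29 of those of expanded mice on day 2 (exact permutation p 0.00143, adjusted p 0.00679). Macrophage or monocyte-like cells were among the 9 on day 2, with 31.0% ± 9.87 of the immune cells of control and 44.5% ± 11.9 of those of expanded mice (SD, n = 7, exact permutation p 0.0114, adjusted p 0.0241), and did not pass over all days (adjusted p 0.382).

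**Figure D2:**
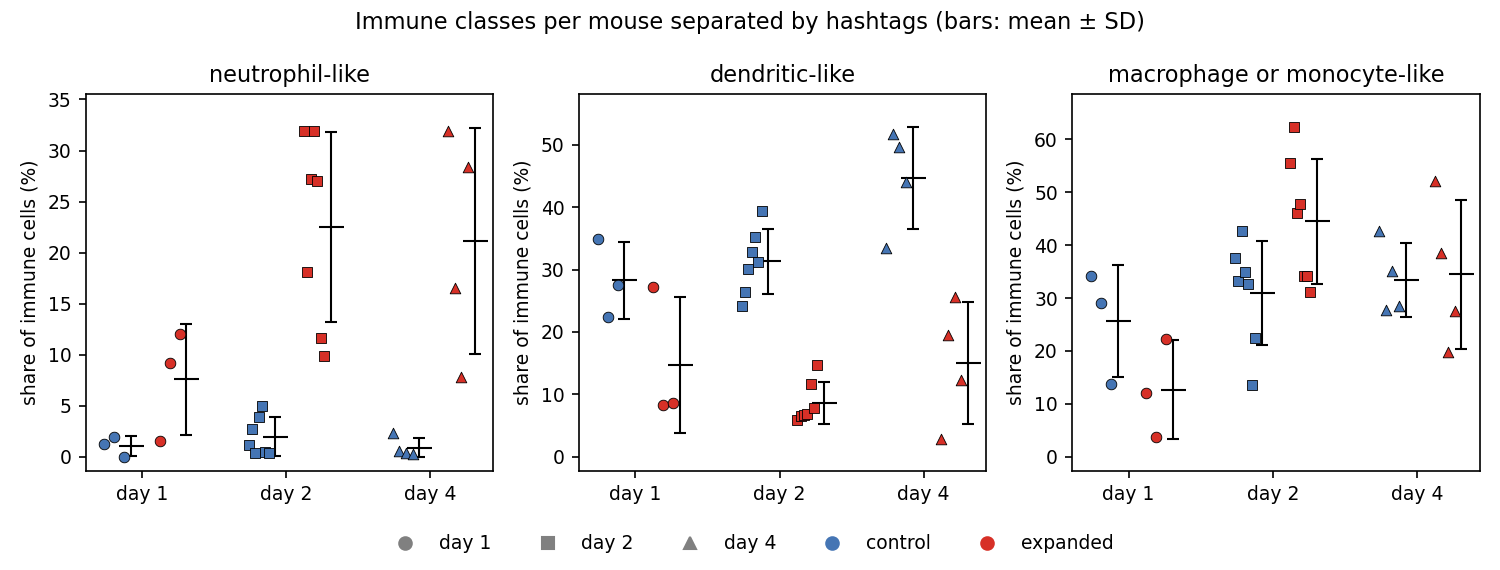
Share of 3 immune classes in each hashed mouse, in percent of its immune cells, by day for control and expanded mice; points are mice and bars are means with SD (n = 3, 7 and 4 mice per arm on days 1, 2 and 4). On day 2 the neutrophil-like share was 1.98% ± 1.89 in control and 22.5% ± 9.29 in expanded mice.

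The next comparison asked whether more basal keratinocyte-like cells were in the cell cycle. After thinning to 2000 UMIs, which left out 10 control and 9 expanded cells, 2.78% ± 1.82 of 690 control cells and 4.19% ± 1.75 of 1446 expanded cells were cycling (means of libraries, SD, n = 5). The difference of 1.40 percentage points was within the spread of the libraries (exact permutation p 0.214) and was positive in 4 of 5 pairs. Schwann-like cells, taken as a class with few dividing cells, had 0.355% and 0.903%, with a median depth of 3661.5 UMIs against 10148 in basal keratinocyte-like cells, and 222 control and 86 expanded cells left out. Thinning moved the difference in basal keratinocyte-like cells most and lowered the share in both arms. Cells of expanded libraries were deeper, but how much of the change came from this was not tested. Without thinning, 27.0% of control and 44.7% of expanded cells met the criterion (exact permutation p 0.0159). Without the control library of day 2, round 1, which held 17 such cells, the thinned difference was 2.18 percentage points (exact permutation p 0.0476). At resolution 2, tried after the data were seen, the shares were 10.2% ± 2.27 and 12.3% ± 6.63 (exact permutation p 0.548). At resolution 1, 71.5% of control and 81.9% of expanded hair follicle keratinocyte-like cells were cycling after thinning (means of libraries). Hist1h1b, Top2a and Ube2c were among the leading genes of that cluster. Dividing keratinocytes may therefore have been placed in it, so the basal share covers only cells that the clustering left in the basal class.

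Genes that changed with expansion were tested in 7 classes on counts summed per library. The edgeR quasi-likelihood test with day as a covariate called 4065 of 12550 genes in fibroblast-like cells (2030 higher and 2035 lower with expansion), of which 3666 moved in the same direction in all 5 pairs. In macrophage or monocyte-like cells it called 2624 of 9738 genes (1259 higher, 1365 lower), in suprabasal keratinocyte-like cells 2145 of 9524 (1115 higher, 1030 lower) and in endothelial-like cells 1063 of 9494 (491 higher, 572 lower). Fewer genes were called in basal keratinocyte-like cells (169 of 9337, 114 higher and 55 lower, with 4 control and 5 expanded libraries), hair follicle keratinocyte-like cells (56 of 6620, 45 higher and 11 lower, with 4 libraries per arm) and T cell-like cells (34 of 7793, 7 higher and 27 lower). The numbers of cells behind these sums differed widely, from 203 to 3208 per library for fibroblast-like cells and from 20 to 148 for hair follicle keratinocyte-like cells. In simulated data, 38% of log2 fold changes of 1 were recovered in hair follicle keratinocyte-like cells, among genes with a mean of at least 32 CPM. The rates were 96% in fibroblast-like, 97% in basal keratinocyte-like and 93% in T cell-like cells.

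Thinning each cell to 2000 UMIs moved the counts most in fibroblast-like cells, to 2090 genes, in suprabasal keratinocyte-like cells, to 393, and in endothelial-like cells, to 394. In macrophage or monocyte-like cells it gave 1651, and leaving out a library of day 4 moved that count further. The counts in the other 3 classes depended on single libraries. In basal keratinocyte-like cells they ran from 30 without the expanded library of day 2, round 2, to 243 without that of day 2, round 1. In hair follicle keratinocyte-like cells they ran from 1 without the control library of day 4 or of day 1, round 1, to 809 without the control library of day 2, round 2. In T cell-like cells they ran from 12 without the expanded library of day 2, round 2, to 46 without that of day 1, round 2. Endothelial-like cells gave 547 without the control and 549 without the expanded library of day 4, macrophage or monocyte-like cells 1562 and 1598 without the same libraries, and suprabasal keratinocyte-like cells 1241 and 1306. With the day-and-round pair as a block, the counts rose to 561 in basal keratinocyte-like cells, 688 in hair follicle keratinocyte-like cells and 85 in T cell-like cells.

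In fibroblast-like cells, the named genes with the largest changes all rose, in 5 of 5 pairs each. Cxcl5 (ENSMUSG00000029371) went from 2.32 ± 2.84 to 366 ± 306 CPM, a log2 fold change of 7.39 (SE 1.01, edgeR adjusted p 6.3e-04). Ereg (ENSMUSG00000029377) went from 6.06 ± 2.78 to 192 ± 144 CPM, a log2 fold change of 4.76 (SE 0.46, edgeR adjusted p 1.9e-04). Tnc (ENSMUSG00000028364) went from 92.4 ± 98.0 to 1790.2 ± 766 CPM, a log2 fold change of 4.72 (SE 0.56, edgeR adjusted p 3.7e-04). Lcn2 (ENSMUSG00000026822) went from 2.58 ± 3.07 to 81.7 ± 79.6 CPM, a log2 fold change of 5.0 (SE 0.68, edgeR adjusted p 6.3e-04).

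Among the named genes of macrophage or monocyte-like cells, Retnla (ENSMUSG00000061100) fell from 406 ± 261 to 1.52 ± 1.10 CPM, a log2 fold change of -8.14 (SE 0.89, edgeR adjusted p 8.0e-04, 5 of 5 pairs). Arg1 (ENSMUSG00000019987) rose from 1.07 ± 1.35 to 124 ± 136 CPM, a log2 fold change of 6.07 (SE 0.70, edgeR adjusted p 8.7e-04, 5 of 5 pairs), with 3.40 CPM in the control library of day 2, round 2, and at most 0.984 in the other controls. Expanded libraries had 6.08 and 4.83 CPM of Arg1 on day 1, 165 and 111 CPM on day 2, and 334 CPM on day 4. Wfdc21 (ENSMUSG00000051748) rose from 0.874 ± 1.1 to 112 ± 90.7 CPM, a log2 fold change of 6.78 (SE 0.46, edgeR adjusted p 9.0e-05, 5 of 5 pairs). S100a8 (ENSMUSG00000056054) rose from 12.9 ± 17.1 to 752 ± 519 CPM, a log2 fold change of 5.91 (SE 0.71, edgeR adjusted p 9.2e-04, 5 of 5 pairs). Control libraries had 2.32 to 11.9 CPM of S100a8 except that of day 1, round 2, with 42.8. Within this class, 1 cluster rose from a mean of 1.42% to 13.7% of cells and another fell from 7.20% to 0.660%. The changes of these summed counts may therefore come from the mix of clusters.

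In suprabasal keratinocyte-like cells, Lcn2 rose from 5.82 ± 5.13 to 181 ± 143 CPM, a log2 fold change of 4.86 (SE 0.23, edgeR adjusted p 1.5e-07, 5 of 5 pairs), with 428 CPM on day 4 and at most 167 in the other expanded libraries. S100a9 (ENSMUSG00000056071) rose from 2.34 ± 1.85 to 292 ± 344 CPM, a log2 fold change of 5.72 (SE 0.79, edgeR adjusted p 0.00122, 5 of 5 pairs). Col1a1 (ENSMUSG00000001506) fell from 655 ± 937 to 16.4 ± 13.9 CPM, a log2 fold change of -5.02 (SE 0.54, edgeR adjusted p 3.2e-04, 5 of 5 pairs). Col1a2 (ENSMUSG00000029661) fell from 744 ± 1141 to 19.3 ± 16.0 CPM, a log2 fold change of -4.92 (SE 0.63, edgeR adjusted p 9.4e-04, 5 of 5 pairs). The control library of day 1, round 1, had 2315 CPM of Col1a1, and the other controls had 117 to 452. Of 50 transcripts abundant in fibroblast-like cells, 90.0% were lower in this class with expansion.

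In T cell-like cells, the named genes all fell, in 5 of 5 pairs. Col1a1 had a log2 fold change of -3.94 (SE 0.36, edgeR adjusted p 3.9e-04), from 472 ± 265 to 31.3 ± 22.5 CPM. Col1a2 had a log2 fold change of -3.59 (SE 0.35, edgeR adjusted p 3.9e-04), from 419 ± 212 to 36.7 ± 28.5 CPM. Col3a1 (ENSMUSG00000026043) fell from 318 ± 115 to 44.4 ± 35.8 CPM (log2 fold change -3.00, SE 0.44, edgeR adjusted p 0.0118) and Sparc (ENSMUSG00000018593) from 297 ± 135 to 59.9 ± 37.9 CPM (log2 fold change -2.38, SE 0.29, edgeR adjusted p 0.00302). Of 42 transcripts abundant in fibroblast-like cells, 81.0% were lower in T cell-like cells with expansion.

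In endothelial-like cells, Cytl1 (ENSMUSG00000062329) fell from 94.7 ± 21.6 to 2.70 ± 3.36 CPM, a log2 fold change of -4.88 (SE 0.41, edgeR adjusted p 1.5e-04, 5 of 5 pairs). Vcam1 (ENSMUSG00000027962) fell from 61.2 ± 15.9 to 14.3 ± 15.8 CPM, a log2 fold change of -2.60 (SE 0.53, edgeR adjusted p 0.0109, 5 of 5 pairs). Igfbp3 (ENSMUSG00000020427) rose from 31.3 ± 22.1 to 277 ± 242 CPM, a log2 fold change of 2.64 (SE 0.55, edgeR adjusted p 0.0122, 5 of 5 pairs). Car2 (ENSMUSG00000027562) rose from 6.27 ± 4.39 to 61.3 ± 77.0 CPM, a log2 fold change of 2.79 (SE 0.56, edgeR adjusted p 0.0108, 5 of 5 pairs), with 196 CPM in the expanded library of day 2, round 2, and 9.53 to 43.2 in the others.

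In basal keratinocyte-like cells, the named genes moved the same way in 4 of 4 pairs. Chchd10 (ENSMUSG00000049422) rose from 21.7 ± 6.39 to 92.6 ± 13.1 CPM, a log2 fold change of 2.03 (SE 0.15, edgeR adjusted p 2.5e-04), and Idi1 (ENSMUSG00000058258) rose from 52.9 ± 16.3 to 171 ± 54.9 CPM, a log2 fold change of 1.53 (SE 0.17, edgeR adjusted p 0.00259). Serpina3n (ENSMUSG00000021091) rose from 16.2 ± 4.48 to 88.8 ± 65.5 CPM, a log2 fold change of 2.32 (SE 0.43, edgeR adjusted p 0.0289). This call was lost in 4 of 9 fits that each left out 1 library, with edgeR adjusted p-values of 0.120 and 0.0683 without the control libraries of day 1, rounds 1 and 2, and 0.0569 and 0.0760 without the control and the expanded library of day 2, round 2. Lbh (ENSMUSG00000024063) fell from 68.8 ± 37.2 to 25 ± 16.7 CPM, a log2 fold change of -1.67 (SE 0.37, edgeR adjusted p 0.0490). It lay close to the threshold and was lost in 10 of 18 alternatives. The adjusted p reached 0.139 without the expanded library of day 1, round 2, and the other 6 of the 7 losses of this kind gave from 0.0501 to 0.102.

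In hair follicle keratinocyte-like cells, the named genes all rose, in 3 of 3 pairs. Lcn2 rose from 3.26 ± 4.42 to 215 ± 152 CPM, a log2 fold change of 6.86 (SE 0.69, edgeR adjusted p 0.00923), with 9 counts in all control libraries together. The control library of day 2, round 2, had 9.87 CPM and the others 0.710 to 1.29. Ptges (ENSMUSG00000050737) rose from 5.92 ± 1.94 to 65.4 ± 24.1 CPM, a log2 fold change of 3.35 (SE 0.33, edgeR adjusted p 0.00923). Cstdc5 (ENSMUSG00000071561) rose from 14.9 ± 16.5 to 866 ± 402 CPM (log2 fold change 5.95, SE 0.84, edgeR adjusted p 0.0300) and Stfa3 (ENSMUSG00000054905) from 11.6 ± 7.87 to 195 ± 101 CPM (log2 fold change 4.21, SE 0.48, edgeR adjusted p 0.0167). These 2 belong to a family of near-identical genes, so which of its members rose is uncertain. Each of the 4 calls was lost when single libraries were left out. Without the control library of day 1, round 1, the edgeR adjusted p was 0.0720 for Lcn2 and Stfa3 and 0.0679 for Ptges. Without the control library of day 4 it was 0.143 for Lcn2, 0.215 for Cstdc5 and 0.0668 for Ptges, and without the expanded library of day 4 it was 0.142 for Lcn2 and 0.209 for Cstdc5. Without the expanded library of day 1, round 2, it was 0.0936 for Cstdc5 and 0.0871 for Stfa3.

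**Figure D3:**
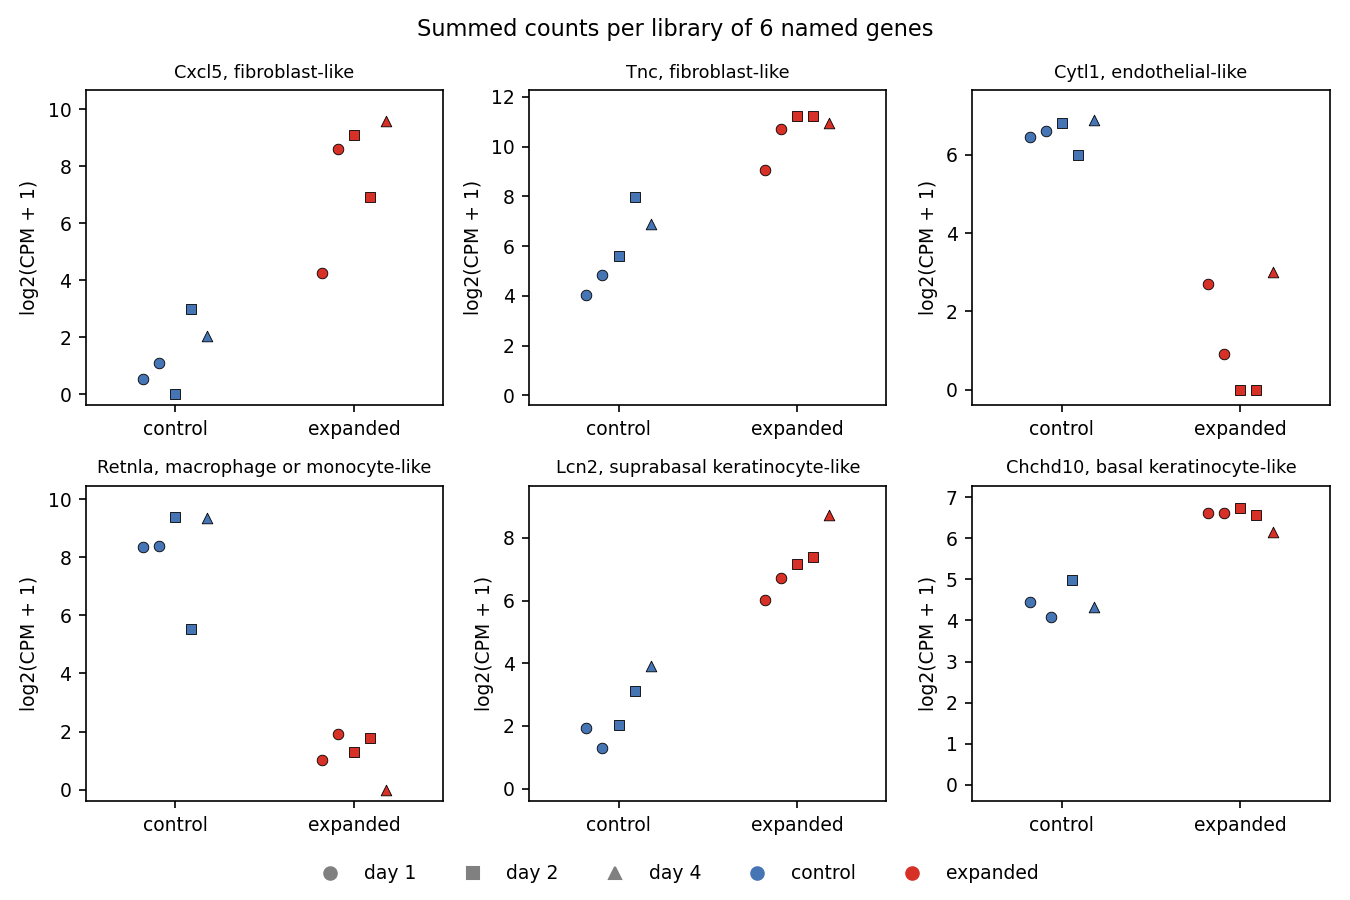
Level of 6 named genes in each library, as log2 of CPM + 1, in the class given above each panel; points are control and expanded libraries, with the day as the shape. Retnla had a mean of 406 CPM in control and 1.52 CPM in expanded libraries, and Cxcl5 had 2.32 and 366.

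Hashed mice allowed the gene tests to be made on animals within days, for the classes with enough assigned cells. In fibroblast-like cells, edgeR called 341 of 6491 genes on day 1 (133 higher and 208 lower, with 3 control and 2 expanded mice), 2270 of 8786 on day 2 (1179 higher, 1091 lower, with 7 and 4 mice) and 2580 of 9447 on day 4 (1296 higher, 1284 lower, with 4 and 4 mice). In macrophage or monocyte-like cells it called 2115 of 7143 genes on day 2 (1018 higher, 1097 lower, with 7 and 6 mice) and 1895 of 6912 on day 4 (886 higher, 1009 lower, with 4 and 4 mice). The day 1 count moved most. It rose to 910 under the other hashtag rule and to 853 without the filter on low genes, and fell to 93 without control mouse 1. Of the 4 expanded mice with enough fibroblast-like cells on day 2, only 1 came from round 2. As for the shares, the mice of an arm and round shared 1 reaction, so the spread between mice does not contain a reaction effect.

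On day 1, Spon2 (ENSMUSG00000037379) fell in fibroblast-like cells of mice from 102 ± 16.5 to 3.75 ± 2.6 CPM (log2 fold change -5.03, SE 0.42, edgeR adjusted p 9.4e-04) and Gpx3 (ENSMUSG00000018339) from 85.4 ± 49.7 to 2.39 ± 3.38 CPM (log2 fold change -4.43, SE 0.74, edgeR adjusted p 0.0124), both below every control mouse in 2 of 2 expanded mice. Fcgr2b (ENSMUSG00000026656) rose from 7.94 ± 1.96 to 137 ± 59.7 CPM (log2 fold change 4.20, SE 0.38, edgeR adjusted p 9.9e-04, 2 of 2 expanded mice above every control). On day 2, S100a9 had 2 counts in all control mice and 472 in the expanded mice, a ratio of summed counts of 1330.1 with a 95% counting interval of 368 to 10983, and 4 of 4 expanded mice were above every control. The expanded mice had from 13 to 542 CPM (146 ± 264, SD, n = 4), so the ratio rests mostly on the highest, and no mouse of day 2 was left out in turn. Il11 (ENSMUSG00000004371) rose from 3.41 ± 3.01 to 269 ± 191 CPM (log2 fold change 6.26, SE 0.56, edgeR adjusted p 4.1e-05, 4 of 4 expanded mice). Cxcl5 rose from 2.09 ± 3.73 to 340.3 ± 337 CPM on day 2 (log2 fold change 6.45, SE 1.21, edgeR adjusted p 0.00177, 3 of 4 expanded mice), with 0 CPM in the lowest expanded mouse, and from 5.80 ± 8.91 to 519.9 ± 695 CPM on day 4 (log2 fold change 6.76, SE 1.21, edgeR adjusted p 0.00232, 4 of 4 expanded mice). With 1 mouse left out in turn, the log2 fold change of Cxcl5 on day 4 ran from 5.20 to 8.72. On day 4, Cemip (ENSMUSG00000052353) had 3 counts in control and 244 in expanded mice, a ratio of 503 with an interval of 172 to 2439, and from 13.1 to 265 CPM in the expanded mice (95 ± 118, SD, n = 4). Spp1 (ENSMUSG00000029304) rose from 4.32 ± 2.66 to 1448 ± 1712 CPM (log2 fold change 8.41, SE 1.46, edgeR adjusted p 0.00200, 4 of 4 expanded mice).

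In macrophage or monocyte-like cells of mice, Retnla fell on day 2 from 353 ± 366 to 1.38 ± 2.17 CPM (log2 fold change -8.14, SE 1.07, edgeR adjusted p 9.7e-05) and Cd209g (ENSMUSG00000079168) from 179 ± 146 to 4.17 ± 7.97 CPM (log2 fold change -6.86, SE 1.1, edgeR adjusted p 3.1e-04), each below every control mouse in 6 of 6 expanded mice. S100a9 rose from 0.663 ± 0.912 to 186 ± 109 CPM (log2 fold change 7.61, SE 0.62, edgeR adjusted p 1.5e-06, 6 of 6 expanded mice above every control). On day 4, expanded mice had 0 counts of Retnla, of Cd209f (ENSMUSG00000051906) and of Cd209g. Against a floor of 0.572 CPM, these were at least 872-fold, 633-fold and 359-fold lower than in control mice, which had 499 ± 527, 362 ± 168 and 205 ± 116 CPM, in 4 of 4 expanded mice each.

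Whether the effect of expansion changed over days was tested in mice with the interaction of day and treatment. In fibroblast-like cells edgeR called 11 of 7497 genes over days 1, 2 and 4, with 920 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.00423. The test called 1 of 6987 genes in macrophage or monocyte-like cells between days 2 and 4, with 456 at an unadjusted p under 0.05. The choice of filter moved these counts most, and without one 122 and 125 genes were called. Has1, singled out after its values were seen, had log2 fold changes of -0.49, -1.20 and -2.56 on days 1, 2 and 4 in fibroblast-like cells (edgeR adjusted p of the interaction 0.00423). The gene called in macrophage or monocyte-like cells was Gm10076, also named after its values were seen, with log2 fold changes of 0.56 and -0.97 on days 2 and 4 (edgeR adjusted p 0.00176). It resembles a ribosomal protein gene with near-identical copies and is uncertain.

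Sets of genes were tested with camera in 58 pairs of a list and a class, of which 19 passed an adjusted p of 0.05, 6 with higher and 13 with lower expression after expansion. At an unadjusted p under 0.05 there were 25. The correlation between genes of a list moved this result most. With the correlation estimated for each list, 0 pairs passed and the adjusted p ran from 0.309 to 0.966. With fry 12 pairs passed, and 11 of the 19 camera calls held in the same direction. With the day-and-round pair as a block, 24 pairs passed, 18 of them shared with the 19.

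In suprabasal keratinocyte-like cells, the proliferation list was higher, with a median log2 fold change of 0.82 and 15 of 16 members up (camera adjusted p 0.00154, held under fry). The immediate early list was lower (median -0.52, 0 of 11 members up, camera adjusted p 9.9e-05, held under fry), as was the extracellular matrix list (median -3.06, 1 of 9 members up, camera adjusted p 9.9e-05, held under fry). The wound keratinocyte list was higher (median 1.49, 8 of 10 members up, camera adjusted p 0.0397). In basal keratinocyte-like cells, the extracellular matrix (median -0.67, 1 of 12 members up, camera adjusted p 0.00144), YAP target (median -0.31, 3 of 10 members up, camera adjusted p 0.0397) and immediate early lists (median -0.18, 1 of 11 members up, camera adjusted p 0.0397) were lower. The proliferation list did not pass in this class (median 0.04, camera adjusted p 0.913), nor did the wound keratinocyte list (median 0.33, camera adjusted p 0.345). The epidermal differentiation and the SRF and actin lists passed in 0 classes. Their lowest camera adjusted p was 0.0514 for each, in hair follicle keratinocyte-like cells (median 0.88, 5 of 6 members up) and in fibroblast-like cells (median 0.32, 10 of 13 members up). With the block these passed (camera adjusted p 0.0233 and 0.0347), as did the proliferation list in hair follicle keratinocyte-like (0.0175, up), endothelial-like (0.0347, up) and T cell-like cells (0.0339, down) and the SRF and actin list in T cell-like cells (0.0347, down).

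In fibroblast-like cells, the wound keratinocyte list was higher (median log2 fold change 2.82, 5 of 5 members up, camera adjusted p 0.0380, held under fry) and the extracellular matrix list lower (median -0.98, 2 of 14 members up, camera adjusted p 0.00460, held under fry). Among the members of the latter, singled out after their values were seen, Tnc (4.72) and Timp1 (2.89, edgeR adjusted p 5.7e-04) rose, while Col1a1 (-1.99, edgeR adjusted p 0.00129), Col1a2 (-2.04, 0.00119), Col3a1 (-1.42, 7.7e-04) and Fn1 (-1.48, 0.00176) fell, each in 5 of 5 pairs. The largest fibroblast-like cluster had Col1a1, Col1a2 and Col3a1 among its leading genes and fell from a mean of 17.6% to 1.27% of cells. It had too few cells in expanded libraries to be tested alone. The mix of clusters therefore stays open as a source of the falls of collagen genes. In endothelial-like cells, the immediate early (median -0.52, 0 of 11 members up, camera adjusted p 8.3e-05) and inflammation lists (median -0.81, 2 of 9 members up, camera adjusted p 0.0156) were lower and held under fry, and the interferon response list was lower under camera alone (median -0.55, 2 of 11 members up, camera adjusted p 0.0397).

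Among the lists in macrophage or monocyte-like cells, the extracellular matrix (median log2 fold change -2.05, 2 of 13 members up, camera adjusted p 0.00123) and immediate early lists (median -0.57, 2 of 11 members up, camera adjusted p 0.0323) were lower and the wound keratinocyte list, with only 3 members tested, higher (median 5.35, 3 of 3 members up, camera adjusted p 0.0397), and these held under fry. The interferon response list was higher (median 1.36, 10 of 11 members up, camera adjusted p 0.00341) and the YAP target list lower (median -1.14, 0 of 6 members up, camera adjusted p 0.0356), without a call under fry. The wound keratinocyte list holds S100a8, a named gene of this class, and S100a9, both abundant in neutrophil-like cells. The rise of that list is therefore no evidence of a keratinocyte state, and the same caution holds for fibroblast-like cells. In T cell-like cells, the extracellular matrix list was lower (median -2.80, 0 of 6 members up, camera adjusted p 2.2e-11, held under fry). The immediate early list was higher in that class (median 0.18, 9 of 10 members up, camera adjusted p 0.0413), a call that the block moved to an adjusted p of 0.0502.

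Of the list members tested singly by edgeR, 34 of 96 were called in fibroblast-like cells among all genes tested, and 41 when adjusted over the list alone. The same counts were 41 and 47 of 91 in suprabasal keratinocyte-like cells, 40 and 44 of 79 in macrophage or monocyte-like cells, 17 and 22 of 80 in endothelial-like cells and 5 and 10 of 61 in T cell-like cells. In basal keratinocyte-like cells they were 1 and 2 of 78, and in hair follicle keratinocyte-like cells 1 and 3 of 75. The 1 gene in basal keratinocyte-like cells, named after its value was seen, was Tagln, with a log2 fold change of -1.94 (edgeR adjusted p 0.0493, 4 of 4 pairs), and that in hair follicle keratinocyte-like cells was Stfa3. The 5 in T cell-like cells were Col1a1, Col1a2, Col3a1, Sparc and Ccn1, the last named after its value was seen, with a log2 fold change of -1.95 (edgeR adjusted p 0.0335, 5 of 5 pairs).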

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

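Among the tests of these results, the counts of other splits, the fibroblast-like share of the paired control library, the neutrophil transcripts under 1/3 of the level needed, the classes under 1/3 of an excess, the hashtag counts of neutrophil-like cells and the count of classes with opposite signs were chosen after the results were seen. A library or mouse was taken as set apart where Dixon's test at the 95% level separated it from the rest of its group. This held for 10 of 128 groups of libraries or mice, and chance alone sets apart about 5% of such groups, or 6.4 of them.

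In suprabasal keratinocyte-like cells, the control library of day 1, round 1, stood apart with 2315 CPM of Col1a1 and 2776 CPM of Col1a2, against 117 to 452 and 112 to 405 CPM in the other control libraries. Of 50 transcripts abundant in fibroblast-like cells, 39 were highest in this library among the controls. RNA or cells from fibroblasts in this library may therefore account for the pattern. A difference between the pooled mice was not tested and stays open.

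In macrophage or monocyte-like cells, the control library of day 1, round 2, had 42.8 CPM of S100a8, against 2.32 to 11.9 CPM in the other controls. Of 19 neutrophil transcripts, 6 were highest in this library. RNA from neutrophils that brings this level would bring their other abundant transcripts, of which 36.4% of the 11 that could be judged stayed under 1/3 of the level needed. S100a9 reached 0.102 of it. This argues against RNA or cells from neutrophils as the whole source and leaves open a difference between the pooled mice, which was not tested. In the same class, the control library of day 2, round 2, had 3.40 CPM of Arg1, against 0 to 0.984 CPM. Arg1 was highest in this library in 0 of 6 other classes. The level rests on 12 counts, too few for ranks to decide, so free RNA in the library and a difference between the pooled mice cannot be told apart.

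The same control library had 9.87 CPM of Lcn2 in hair follicle keratinocyte-like cells, against 0.710 to 1.29 CPM in the others, and Lcn2 was highest there in 1 of 6 other classes. This level rests on 4 counts, and Lcn2 lay at a similar 10.8 CPM in endothelial-like and 7.60 CPM in suprabasal keratinocyte-like cells of that library. It had 7.28 CPM in fibroblast-like, 3.83 in macrophage or monocyte-like, 1.70 in basal keratinocyte-like (3 counts) and 0.492 in T cell-like cells (1 count). The lower of these levels go against free RNA that reaches every class, but the excess itself rests on 4 counts. Free RNA and a difference between the pooled mice cannot be told apart with so few counts. In suprabasal keratinocyte-like cells, the expanded library of day 4 had 428 CPM of Lcn2, against 64.5 to 167 CPM. Free RNA that brings such an excess, 259 CPM in unscaled counts, would bring it to every class. In 3 of 6 other classes Lcn2 stayed under 1/3 of the excess, with 6.83 CPM in T cell-like, 9.34 in endothelial-like and 15.6 in macrophage or monocyte-like cells. This argues against free RNA in the library. An effect of the day and a difference between the pooled mice stay open, with a single expanded library on day 4. In endothelial-like cells, the expanded library of day 2, round 2, had 196 CPM of Car2, against 9.53 to 43.2 CPM. Car2 stayed under 1/3 of the excess of 162 CPM in 5 of 6 other classes, which argues against free RNA that reaches every class. In the other class, fibroblast-like cells, Car2 also stood higher in this library, at 74.0 CPM against at most 2.93 in the other expanded libraries. A source shared by these 2 classes and a difference between the pooled mice stay open and were not tested.

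The fibroblast-like share of the expanded library of day 1, round 1, was 26%, against 9.10% to 12.3% in the other expanded libraries. Its paired control library had a share of 56.6%, and the other controls at most 39.9%. A round in which the skin of both arms was rich in fibroblasts may account for this. The skeletal muscle-like share of the expanded library of day 2, round 2, was 0.594%, against at most 0.0611%, and rested on 11 cells. Deeper tissue in this sample was tested by its adipocyte-like cells, of which there was 1, with at most 3 in another expanded library. With so few cells, deeper tissue and other sources cannot be told apart. On day 4, 1 control mouse had a neutrophil-like share of 2.30% of its immune cells, against 0.268% to 0.593% in the other control mice. In each of its 14 neutrophil-like cells the leading hashtag had at least 9.33 times the count of the next, which argues against the hashtag calls as the source. A difference between the animals stays open and was not tested.

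The effect of expansion differed between days for 11 genes in fibroblast-like cells of hashed mice and for 1 gene in macrophage or monocyte-like cells, in edgeR's test of the interaction of day and treatment. In 1 of 100 splits of the mice as many genes were called for fibroblast-like cells, the real split included, and the next highest split called 3. For macrophage or monocyte-like cells 3 of 100 splits called at least 1 gene. The single gene was Gm10076, and Gm10076, Gm10260 and Gm8797 were among the 11, singled out after their values were seen. They are named as predicted genes and resemble ribosomal protein genes, so that reads of near-identical copies could be split among them, and they are uncertain. A difference between sequencing rounds could not be judged within day 2, because only 1 expanded mouse of round 2 had enough fibroblast-like cells. Days 1 and 4 each had a single hashed round, so day and round cannot be told apart for these genes, and a change of the response over days may contribute.

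Hashtags of the other arm appeared in both libraries of day 1, round 2, with 589 UMIs in the control and 162 UMIs in the expanded library, or 0.0354% and 0.00944% of the hashtag UMIs. Of 15568 barcodes, 0 were led by such a hashtag with at least 10 counts, which argues against cells of the other arm in the library. Stray molecules or barcode errors may give such counts, which were not tested further.

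The differences in share took opposite signs on days 1 and 2, in both pairs of each day, for 3 of 19 classes. The mean difference was 4.00 percentage points on day 1 and -2.42 on day 2 for endothelial-like cells, -0.880 and 0.334 for hair follicle keratinocyte-like cells, and -3.41 and 13.2 for macrophage or monocyte-like cells. Signs that fall at random would give such a pattern in 2.375 classes, so chance may account for these 3. The differences between days were not tested for the libraries, with 2 pairs per day. For macrophage or monocyte-like cells as a share of the immune cells of mice, the change of the difference from day 1 to day 2 was 26.5 percentage points (exact permutation p 0.0676 over 14400 arrangements, with 6 and 14 mice).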

How the results depend on the processing

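Among the tests of these choices, the denominators of immune and non-immune cells for mice, resolution 2 for the cycling cells and size factors for the lists were chosen after the data were seen. All other alternatives were fixed earlier.

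Size factors in place of TMM changed no count of called genes by over 1.5 times. The DESeq2 Wald test gave 84 genes in T cell-like, 265 in basal keratinocyte-like and 197 in hair follicle keratinocyte-like cells, against 34, 169 and 56, and left the other counts within 1.5 times. Without the filter on low genes the calls were 320 in T cell-like, 814 in basal keratinocyte-like, 1667 in endothelial-like and 785 in hair follicle keratinocyte-like cells, 853 in fibroblast-like cells of day 1 mice, and 122 and 125 for the interaction in fibroblast-like and macrophage or monocyte-like cells. A mitochondrial limit of 5% gave 18 calls in T cell-like and 106 in basal keratinocyte-like cells, and doublets kept gave 58 in T cell-like and 8 in hair follicle keratinocyte-like cells. At resolution 2, basal keratinocyte-like cells had 1605 calls. The other hashtag rule gave 910 calls in fibroblast-like cells of day 1. In all of these the cause was not tested.

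With each cell thinned to 2000 UMIs, fewer molecules and fewer genes were tested by construction, and the calls fell to 27 in basal keratinocyte-like, 394 in endothelial-like, 2090 in fibroblast-like, 6 in hair follicle keratinocyte-like, 1651 in macrophage or monocyte-like and 393 in suprabasal keratinocyte-like cells. Of these, 1949 in fibroblast-like and 1473 in macrophage or monocyte-like cells were also called at full depth. The count in T cell-like cells was 27, within 1.5 times of 34. Thinning removed reads in every class, and the gain that more depth would bring was not tested. In simulated data at the real depths, 93% of log2 fold changes of 1 were recovered in T cell-like, 97% in basal keratinocyte-like and 75% in macrophage or monocyte-like cells. These rates cover only changed genes with a mean of at least 32 CPM. For such genes they gave no sign that depth alone explains the few calls in T cell-like and basal keratinocyte-like cells. For lower genes they cannot tell.

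With the day-and-round pair as a block, 85 genes were called in T cell-like cells (34 shared with the 34), 561 in basal keratinocyte-like cells (168 shared with the 169) and 688 in hair follicle keratinocyte-like cells (56 shared with the 56), and the lists gained 6 pairs and lost 1. The block changed no other call and moved no other count by over 1.5 times. Exact sign flips within the 5 pairs, which allow no p below 0.0625, left 0 classes past the threshold for the shares.

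Leaving out 1 library at a time gave from 12 to 46 calls in T cell-like, 30 to 243 in basal keratinocyte-like, 547 to 1057 in endothelial-like, 3134 to 4119 in fibroblast-like, 1 to 809 in hair follicle keratinocyte-like, 1562 to 2941 in macrophage or monocyte-like and 1241 to 2661 in suprabasal keratinocyte-like cells. Leaving out 1 mouse gave from 93 to 225 calls in fibroblast-like cells of day 1, from 1806 to 2483 on day 4, and from 1313 to 2057 in macrophage or monocyte-like cells of day 4. For the shares of the libraries, 0 classes passed the threshold in all 10 such fits, but with so few arrangements at least 4 classes would have to pass together for any to pass, so this count does not show stability. In these fits the macrophage or monocyte-like difference of 5.14 percentage points ran from 0.867 to 7.66.

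For the share of classes over libraries, the denominators of immune and non-immune cells put 5 classes past the threshold. The differences became 10.0 percentage points for basal keratinocyte-like, 7.49 for suprabasal keratinocyte-like, -34.3 for fibroblast-like, 16.4 for neutrophil-like and -20.5 for dendritic-like cells, and the macrophage or monocyte-like difference reversed from 5.14 to -0.592, because its denominator no longer holds the non-immune cells. The edgeR test of cell counts put 3 classes past it, with log2 fold changes of -1.57 for fibroblast-like, 4.02 for neutrophil-like and -1.12 for dendritic-like cells. For mice these denominators gave 9 classes on day 2 and 11 over all days, against 4 and 4.

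The difference in cycling basal keratinocyte-like cells was 17.8 percentage points without thinning, where deeper cells meet the criterion more readily by its construction. It was 0.660 with cells thinned to 1000 UMIs (exact permutation p 0.0714), 2.18 with at least 2 UMIs (exact permutation p 0.238) and 2.06 at resolution 2 (exact permutation p 0.548). Leaving out 1 library gave from 0.783 to 2.18 percentage points.

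For the lists, an estimated correlation left 0 pairs past the threshold and fry 12. Size factors kept all 19 with the same direction.

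Of the 38 named gene results reported with a fold change, 6 lost their call under some alternative, in 26 of 572 comparisons, 21 of these with 1 library left out. These were Serpina3n and Lbh in basal keratinocyte-like cells and Lcn2, Cstdc5, Stfa3 and Ptges in hair follicle keratinocyte-like cells. The Lbh call was also lost with size factors (edgeR adjusted p 0.0511), with doublets kept (0.0622) and with thinned cells (0.132), and those of Cstdc5 and Stfa3 with doublets kept (0.0611 for both). The range of the adjusted p over the alternatives was 1.4e-29 to 0.120 for Serpina3n, 1.4e-16 to 0.139 for Lbh, 1.7e-60 to 0.143 for Lcn2 and 1.5e-81 to 0.215 for Cstdc5. The other 32 kept their call and direction in the alternatives that were run, which left out no single mouse on day 2. The 5 named gene results with 0 to 3 counts in an arm, reported as ratios or bounds of counts, were not compared under the alternatives, and whether their calls hold there is not known. Of 76 comparisons of single pairs of a list and a class, 28 lost the call and 0 changed direction.

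Suprabasal and hair follicle keratinocyte-like cells at resolution 2, and hair follicle keratinocyte-like cells with at least 50 cells per library, were not run because fewer than 4 libraries of an arm had enough such cells.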

Other observations

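Among the tests of these patterns, the counts of other splits, the fibroblast-like share among non-immune cells, the skeletal muscle-like share and the neutrophil transcripts under 1/3 of the level needed were chosen after the results were seen.

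For the genes called per library, other splits of the same libraries into groups of the same sizes were fitted in the same way. The real split alone gave as many calls in basal keratinocyte-like cells (1 of 99 splits, with 77 in the next) and in suprabasal keratinocyte-like (1 of 100, next 1090), fibroblast-like (1 of 100, next 390), endothelial-like (1 of 100, next 6), macrophage or monocyte-like (1 of 100, next 1213) and T cell-like cells (1 of 100, next 11). In hair follicle keratinocyte-like cells 4 of 34 splits gave at least as many, 2 of the 8 that part as many pairs among them, with up to 329 calls, so the 56 calls in this class may be a grouping that chance brings. For mice, the real split alone gave as many calls in fibroblast-like cells on day 2 (1 of 100, next 1816) and day 4 (1 of 35, next 0), and in macrophage or monocyte-like cells on day 2 (1 of 100, next 668) and day 4 (1 of 35, next 12). Of 100 splits of the libraries, 15 gave at least 19 pairs of a list and a class, 4 of the 14 that part all pairs among them, and the other splits gave a median of 13. The number of list calls may therefore arise from any split of these libraries.

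The lower fibroblast-like share in expanded libraries was weighed against a larger number of immune cells in the denominator. Among non-immune cells alone the share still differed by -34.3 percentage points (exact permutation p 0.00794), which argues against that explanation as the whole cause. Fewer cells from the deeper layers of the sample would also lower the skeletal muscle-like share. That share differed by -0.491 percentage points (exact permutation p 0.111), which leaves depth of sampling open, and it cannot be told apart from a response to the expander. The lower dendritic-like share was weighed against more neutrophils and macrophages. Among the other immune cells, dendritic-like cells made up 51.2% ± 9.95 of control and 26.8% ± 7.62 of expanded libraries (SD, n = 5), a difference of -24.4 percentage points (exact permutation p 0.00794), which argues against that explanation. A change in the yield of each class on digestion was not tested.

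The collagen transcripts that fell in T cell-like and suprabasal keratinocyte-like cells were weighed against free RNA from fibroblasts, which were fewer in expanded skin. The test took up to 50 transcripts that were at least 20 times higher in fibroblast-like than in the tested class of control skin, apart from the named genes, and 4 of 42 in T cell-like and 6 of 50 in suprabasal keratinocyte-like cells were in the gene lists. In T cell-like cells, 81.0% of 42 such transcripts were lower with expansion, with a median log2 fold change of -0.80 against -1.13 over all cells. Decorin (Dcn), the most abundant, had 177 CPM in T cell-like cells of control skin and 86.1 CPM with expansion, beside 14748 CPM in fibroblast-like cells. In suprabasal keratinocyte-like cells, 90.0% of 50 were lower, with a median of -1.88 against -1.20 over all cells. This is in line with free RNA or stray cells of fibroblast origin as a candidate source of these changes. The lower extracellular matrix list in these classes, which has the collagens as members, is open to the same explanation. Free RNA from fibroblasts was not tested in basal keratinocyte-like and macrophage or monocyte-like cells. It stays open there for the lower extracellular matrix list too.

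Neutrophil-like cells were more frequent in expanded skin, so their RNA was weighed as a source of transcripts that rose in other classes. A share of neutrophil RNA large enough to bring the whole level of a gene would bring the other abundant neutrophil transcripts too. These were S100a8, S100a9 and 20 others, 1 of the 20 in the gene lists and 16 with over 1 CPM in a control class. Those with at least 10 counts to be found were set against the neutrophil-like cells of the same library. For S100a8 in macrophage or monocyte-like cells, at least 33.3% of them stayed under 1/3 of the level needed in each expanded library, and S100a9 reached at most 0.141 of it. For Wfdc21 in the same class these values were 45.5% and 0.0302. At least 77.3% stayed under 1/3 for Lcn2 in fibroblast-like cells, and 100% for Stfa3 in hair follicle keratinocyte-like cells. This argues against neutrophil RNA or cells as the source of the whole level of these 4 genes. An earlier test took the share as the median over the 20 transcripts, and S100a8 then exceeded 3 times the level brought in 0 of 5 libraries. That median was not used further, because it would bring far more S100a9 than macrophage or monocyte-like cells held. For S100a9 in suprabasal keratinocyte-like cells, at least 71.4% of the transcripts stayed under 1/3 on days 2 and 4, which argues against neutrophil RNA on these days. On day 1, 14.3% did in the library of round 2, in line with neutrophil RNA as a source there, and in round 1 only 1 transcript could be judged. Stfa3 and Cstdc5 belong to a family of near-identical stefin genes, so each single gene is uncertain. What stays open for these genes is expression in the cells of the class, which was not tested further. The rises of S100a9 and of Spp1, which is among the 20, in cells of single mice were not tested in this way. Neutrophil RNA stays open as a source for them.

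A different mix of clusters within a class can also change summed counts. In fibroblast-like cells, 3 clusters could be tested alone, and the lowest percentage of the class's called genes that moved in the same direction within one of them was 85.4, with 492, 2051 and 2429 genes called. This argues against the mix as the whole cause. The other 4 of the 7 clusters, the largest among them, had too few cells in expanded libraries to be tested, so the mix may still add to the changes of the summed counts. In macrophage or monocyte-like cells 1 cluster could be tested, in which 88.4% of the called genes moved in the same direction, but 14 genes were called and the median change was 0.38 against 0.86 in the class. The other 2 clusters of the class had too few cells in expanded libraries. The tested cluster, with Chil3, Ly6c2 and Plac8 among its leading genes, rose from a mean of 1.42% to 13.7% of cells. The other 2 fell from 7.20% to 0.660% and from 0.719% to 0.114%, and both had C1qa, Folr2 and Cd209f among their leading genes. The falls of the Cd209 genes in the class thus go with the fall of these 2 clusters. Clusters were built from expression, so a response within cells could also shift cells between them. The mix and a response within cells cannot be told apart with 1 cluster, and this holds for the falls of Retnla and of the Cd209 genes too. Arms of different sex were excluded by the sex-linked genes, of which 0 were called with at least a 2-fold difference in fibroblast-like cells and 0 in macrophage or monocyte-like cells. In each class 2 of the 4 such genes tested were called with smaller differences.

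Hashtags assigned few cells of the non-immune classes to a mouse. The median hashtag count of non-immune cells was at most 0.0907 and at least 0.0208 of that of immune cells in the same library, so fewer antibody molecules on these cells may account for the difference. Results per mouse for fibroblast-like cells rest on the cells that bound enough antibody, and whether these differ from the rest was not tested.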
